# A comparison of control samples for ChIP-seq of histone modifications

**DOI:** 10.3389/fgene.2014.00329

**Published:** 2014-09-25

**Authors:** Christoffer Flensburg, Sarah A. Kinkel, Andrew Keniry, Marnie E. Blewitt, Alicia Oshlack

**Keywords:** ChIP-seq, histone modifications, control sample, whole cell extract, input, H3, quality control

## Abstract

The advent of high-throughput sequencing has allowed genome wide profiling of histone modifications by Chromatin ImmunoPrecipitation (ChIP) followed by sequencing (ChIP-seq). In this assay the histone mark of interest is enriched through a chromatin pull-down assay using an antibody for the mark. Due to imperfect antibodies and other factors, many of the sequenced fragments do not originate from the histone mark of interest, and are referred to as background reads. Background reads are not uniformly distributed and therefore control samples are usually used to estimate the background distribution at any given genomic position. The Encyclopedia of DNA Elements (ENCODE) Consortium guidelines suggest sequencing a whole cell extract (WCE, or “input”) sample, or a mock ChIP reaction such as an IgG control, as a background sample. However, for a histone modification ChIP-seq investigation it is also possible to use a Histone H3 (H3) pull-down to map the underlying distribution of histones. In this paper we generated data from a hematopoietic stem and progenitor cell population isolated from mouse fetal liver to compare WCE and H3 ChIP-seq as control samples. The quality of the control samples is estimated by a comparison to pull-downs of histone modifications and to expression data. We find minor differences between WCE and H3 ChIP-seq, such as coverage in mitochondria and behavior close to transcription start sites. Where the two controls differ, the H3 pull-down is generally more similar to the ChIP-seq of histone modifications. However, the differences between H3 and WCE have a negligible impact on the quality of a standard analysis.

## Introduction

As sequencing grows cheaper and more efficient (Koboldt et al., 2013), ChIP-seq of histone modifications is becoming an increasingly powerful tool to understand the underlying mechanics of gene regulation (Trynka et al., 2013; Zhu et al., 2013). Studies utilizing ChIP-seq of histone modifications are now common in research, and large public data sets are also available through consortia such as Encyclopedia of DNA Elements (ENCODE), (Consortium, 2004) or Epigenomics Roadmap (Bernstein et al., 2010). The ChIP protocol is complicated however, and it is often hard to achieve consistently high quality data (Park, 2009). A necessity of the ChIP protocol is the use of antibodies, which inherently have varying specificity (Bock et al., 2011) that can cause fragments unrelated to the desired target to be sequenced. Furthermore, there are biases in the sequencing process and alignment, such as PCR amplification artifacts, GC biases and alignment artifacts. See Park (2009) for further discussion of error sources in ChIP-seq.

A widely accepted technique for handling these biases is the use of control samples that exhibit similar biases as the ChIP samples, but without the enrichment related to the ChIP target. The enrichment of the target histone modification can then be extracted by comparing the ChIP to the control samples. This procedure can eliminate a wide range of error sources, but hinges on the quality and analysis of the control as much as on the ChIP (Ho et al., 2011; Landt et al., 2012; Liang and Keles, 2012).

The most common control samples used are whole cell extract (WCE) or a mock pull down. The WCE is a sample of the sheared chromatin taken prior to immunoprecipitation and is often referred to as the “input,” whereas a mock pull down gives an estimation of background by pulling down an irrelevant target using a non-specific antibody such as IgG. Both of these options emulate some of the biases present in a ChIP-seq data set but a mock pull-down is believed to be more similar to the background signal of the ChIP sample as it emulates more steps in the processing of the sample. However, it can be difficult to retrieve sufficient amounts of DNA from a mock immunoprecipitation to give an accurate estimation of the background and so a WCE sample is by far the most common control sample used (Kidder et al., 2011; Landt et al., 2012).

An alternative control for the ChIP-seq of Histone H3 modifications is an anti-H3 antibody immunoprecipitation, which closely mimics the background by enriching the sample at the location of histones (nucleosomes) along the DNA. Therefore, using an H3 pull-down as a control sample gives a measure of the enrichment in relation to the presence of a histone. For example, if a histone modification antibody had a slight affinity for all histones whether or not they had the modification, the H3 pull-down could account for this background. This is slightly different to a WCE control that not only misses the immunoprecipitation process in the protocol but also attempts to measure the density of a modified histone relative to a uniform genome. Here we investigate which background sample is the most efficient at reducing noise and extracting biologically relevant information from histone modification ChIP-seq data.

To our knowledge there are no studies comparing WCE or IgG to Histone H3 immunoprecipitation as a control sample, and there are few studies using H3 immunoprecipitation as a control. In this paper we use new unpublished data from a mouse hematopoietic stem and progenitor cell population that includes WCE, H3, and trimethylation of lysine 27 on histone H3 (H3K27me3) ChIP-seq samples, together with RNA-seq expression data, to study the differences between WCE and H3 pull down as control samples. This data set shows that H3 samples share some features with the H3K27me3 samples that are not present in the WCE sample, but that these biases do not have a significant impact in most standard analyses.

The first part of this paper studies the genome wide properties of the WCE and H3 samples and looks for differences and similarities between the two types of background samples. In the results section we firstly compare each background sample to histone modification ChIP-seq and expression data. We then compare which control is most successful in extracting correlation between histone modifications and expression.

## Materials and methods

### ChIP and cell isolation protocols

The mouse hematopoietic stem and progenitor cell population for ChIP was isolated from E14.5 fetal livers from C57BL/6 mice by fluorescence-activated cell sorting based on the following cell surface marker profile: lineage (Ter119, B220, CD5, CD3, Gr1) negative, c-Kit^+^ and Sca1^+^. Similarly, adult bone marrow hematopoietic stem and progenitor cells for RNA-seq were sorted based on lineage (Ter119, B220, CD19, Mac1, Gr1, CD2, CD3, CD8) negative, c-Kit^+^ and Sca1^+^ cell surface marker expression. Approximately 250,000 cells were used for each ChIP, whereas 30,000–100,000 cells were used to prepare RNA for the RNA-seq.

For chromatin immunoprecipitation (ChIP), formaldehyde cross-linked cells were sonicated in a Covaris sonicator. A small fraction of sonicated material was retained as the WCE sample and the remainder was incubated with either an antibody against H3 (AbCam) or H3K27me3 (Millipore) overnight at 4°C. Immune complexes were purified by incubation with protein G beads (Life Technologies) at 4°C for an hour. Cross-links were reversed by incubation at 65°C for 4 h before DNA fragments were purified with the ChIP Clean and Concentrator kit (Zymo). Sequencing libraries were prepared using the TruSeq DNA Sample Prep Kit (Illumina) and sequencing was performed on a HiSeq2000 (Illumina).

### Data

ChIP-seq data was generated for the histone mark H3K27me3 in a hematopoietic stem and progenitor cell population isolated from E14.5 mouse fetal liver from C57BL/6 mice. There are three replicates of H3K27me3 ChIP-seq, with approximately 16, 17, and 18M reads each, two H3 ChIP-seq replicates with approximately 24 and 27M reads each, and one WCE with 44M reads. We also generated three RNA-seq replicates from a hematopoietic stem and progenitor cell population isolated from the bone marrow of adult mice that had received fetal liver cell transplants with approximately 17 M reads each. The reads are 100 bp single end reads sequenced by Illumina HiSeq technology. Data is available from GEO (GSE59419).

We used default Bowtie 2 version 2.2.3 with the --very-sensitive-local preset and all other settings as default to align the ChIP-seq and WCE reads where data should map directly to the genome. To properly handle RNA fragments that span exon junctions, alignment for the RNA-seq data was performed using TopHat version 2.0.8 with the --b2-very-sensitive preset and all other setting with default parameters. Alignment was performed against mm10 (downloadable from http://hgdownload.soe.ucsc.edu/goldenPath/mm10/bigZips/chromFa.tar.gz).

### Methods

The aligned reads were filtered for mapping quality of 20 or more, and assigned to 100 and 1000 bp consecutive, non-overlapping bins over the genome based on the center of the read. The smaller bin size is used in the gene coverage analysis to give a sufficient resolution compared to a typical fragment size, while the larger bin size is used for count distribution and differential enrichment analysis, trading some resolution for more statistical power. For some analyses the larger library sizes are downsampled to match the smallest. We want to keep a fraction *p*_*i*_ = *N*_min_/*N*_*i*_ of the reads from each library *i*, where *N*_*i*_ is the library size of library *i*, and *N*_min_ is the smallest library size in the comparison. This is implemented by reassigning a bin with *b* reads in library *i*, a new read count *b*′, randomly selected from a binomial distribution *B*(*b, p*_*i*_) of *b* tries with an expectation value of *p*_*i*_*b*.

For comparison purposes, we generated random counts based on a Poisson distribution (Figure 1). Specifically, bins that have no reads in any sample are not assigned any reads in the random sample. The remaining *B* bins are assigned a random number of reads from a Poisson distribution with an expectation value of λ =*N*_min_/*B*.

**Figure 1:**
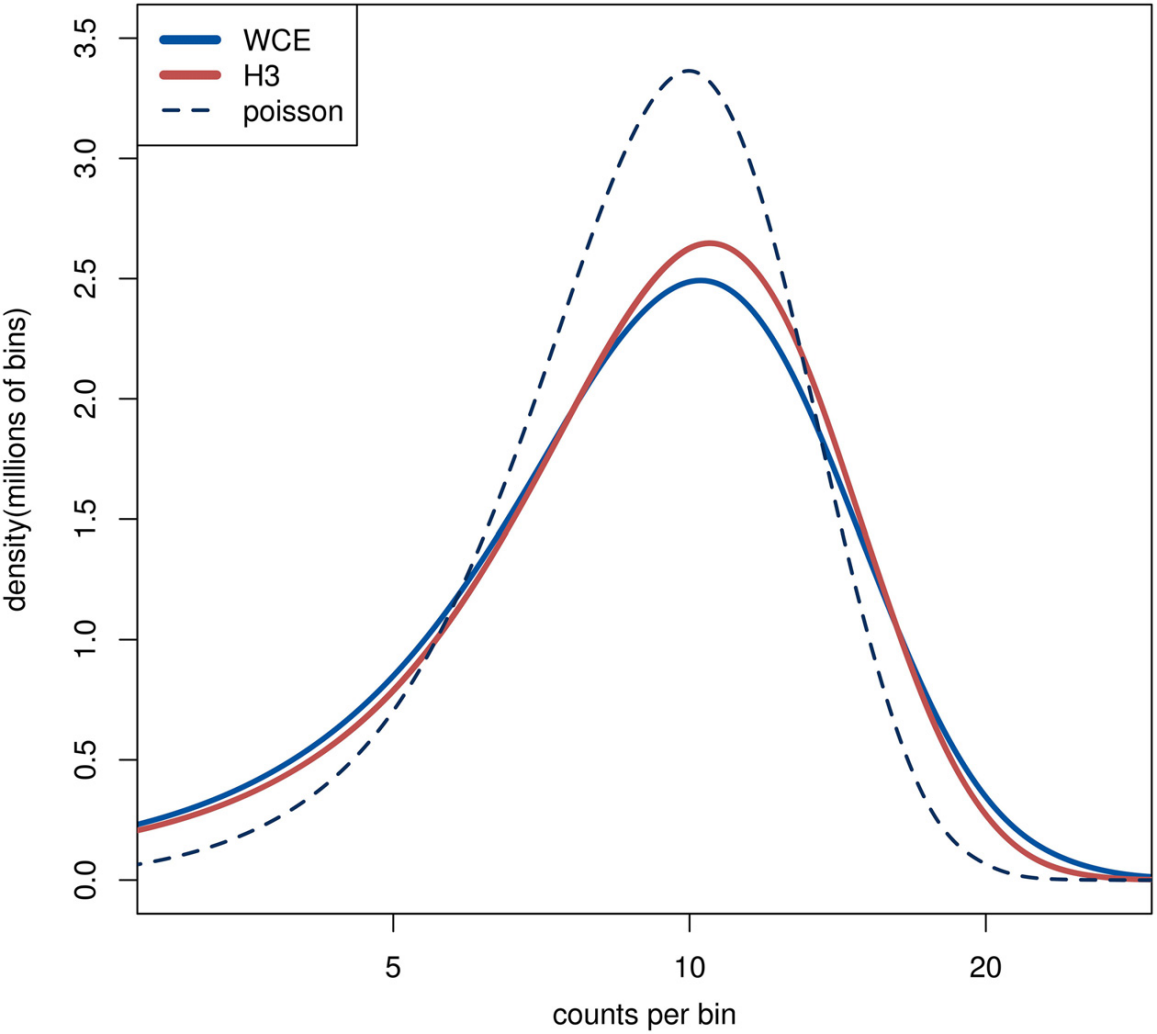
**The distribution of read counts in 1 kb bins over the genome**. The lines from the two H3 samples are completely overlapping. The dashed line is from a random sample where the reads are distributed independently with equal probability for each bin. The curves are smoothly interpolated between the discrete data points.

The MA plots are generated using the *plotMA* function in the *limma* R package (Smyth, 2004), where the log fold change is plotted against the mean log intensity.

Differential analysis of counts between the control samples was done with limma-voom (Smyth, 2004; Law et al., 2014), with the replicated histone modification counts used in the variance estimates for each bin.

Peak finding was performed using MACS 2.0.10 (Zhang et al., 2008), with default parameters. Peaks from different samples were classified as overlapping if the peak regions shared at least one base pair (bp).

Expression levels were determined from read counts per million reads per kilobasepair (kb) of exon length (RPKM). The read count was increased by one read per million reads in the library (cpm increased by one). Enrichment level was determined in the same fashion, but using the full gene length (including introns) and adding 0.5 to the RPKM instead of to the cpm, to even out the background levels between the samples.

The average coverage over genes and promoters was determined from the 100 bp bin counts. Each gene was assigned 150 bins, with bin size 1/50 of the gene width, covering the gene and one gene width on either side. These bins were assigned coverages by averaging the read counts of all overlapping 100 bp bins. Bins in the same position of each gene were then averaged over genes in the same expression quartile. The average coverage in a bin was calculated as the mean over the bin and the two neighboring bins to make the plot smoother. Genes with extremely high RPKM (larger than 100) were excluded from the analysis, to allow the mean to be calculated on a linear scale without being dominated by a few outlying genes. In our dataset, all the removed genes are ribosomal or mitochondrial.

All code for the analysis can be found in the supplementary material. In addition a flow chart outlining the analysis steps is shown is Supplementary Figure 3.

## Results

Using an immunoprecipitation of Histone H3 as a background sample is attractive for accounting for uneven coverage across the genome due to both technical and biological artifacts. Specifically, an H3 pull-down not only mimics all the steps in the ChIP-seq processing but data also locates the possible regions of the genome that have the H3 protein and therefore the potential to harbor a histone modification. 

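Hematopoietic stem and progenitor cells of the LSK phenotype, which carry Kit and Sca-1 (the product of Ly6a) and lack lineage markers, were sorted from fetal liver of C57BL/6 mice at mid-gestation, and 250000 cells went into each ChIP. Whole cell extract (WCE) is sonicated chromatin taken before immunoprecipitation. The H3 libraries hold DNA pulled down with histone H3 whatever its modification, and the H3K27me3 libraries hold DNA carrying the repressive H3 mark that is laid down by Polycomb complexes with the methyltransferase Ezh2. There was 1 WCE library, and there were 2 H3 and 3 H3K27me3 libraries. The authors deposited raw read counts for 27095 genes, once over the gene body and once over a promoter window of 4 kb. The WCE library held 19607585 counts over gene bodies and 2904554 over promoters. The H3 libraries held 11544893 and 10270229 over gene bodies, and 1323248 and 1179173 over promoters. For H3K27me3 the totals were 7597206, 6807628 and 7011791 over gene bodies, and 1467043, 1289830 and 1363234 over promoters. The paper's own depths of 44M reads for WCE, 24M to 27M for H3 and 16M to 18M for H3K27me3 count reads, whereas all values here use the deposited counts. The median promoter had 93 counts in WCE, 51 and 45 in H3, and 27, 24 and 25 in H3K27me3, so a gene's promoter was measured less precisely than its body, where the medians were 240, then 139 and 123, and then 86, 77 and 80. At 3 counts, a gene body without a read may still have up to 0.153 CPM (counts scaled to the library total) in WCE and up to 0.441 CPM in the shallowest H3K27me3 library. Such limits and the binomial intervals cover counting error only. Groups were compared by edgeR's quasi-likelihood test on genes above 1 CPM in at least 2 of the 6 ChIP libraries, with the column total as library size and the Benjamini-Hochberg false discovery rate (FDR). All 3 groups stood in the same fit, as in the paper, so the H3K27me3 libraries add to the estimate of the variance, and the single WCE library is assumed to vary like the others. The paper's text does not say whether the replicates came from separate animals, so the p-values measure the spread between these libraries, which may be technical. Scaling mattered for comparisons over promoters. The median log2 fold change of all promoters was -1.04 for H3K27me3 against H3 and -0.25 for WCE against H3, and TMM factors moved these medians to -0.13 and -0.01. Gene groups are therefore also given relative to the median of all genes.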

In order to assess the possible advantages in using an H3 control we began by comparing H3 with a standard WCE background sample.

### Comparing background samples across the genome

As we have outlined, control samples are often used to cancel background reads that can lead to false signals in the histone modification samples. In order to verify that the controls indeed have structure beyond random sampling, such as enriched or depleted regions, we examined the distribution of reads across the genome. Initially we counted the number of reads in 1 kb bins across the genome and compared the count distributions between WCE, H3 and simulated random counts from a Poisson distribution. To account for different library sizes, the larger libraries were downsampled to match the smallest one (see Section Methods). The WCE and H3 count distributions are very similar to each other and they both display heavier tails compared with a Poisson distribution, thus implying non-random structures in the data (Figure 1). We see more bins with high counts than what is expected from a random Poisson distribution, which is an indication of enriched regions. The nearly identical distributions of the WCE and H3 samples in our data show that both control samples have similar number and size of enriched regions.

We next investigated whether these suggested non-random features coincide in location on the genome between the background samples. To do this we performed a statistical test for differential enrichment between the H3 and WCE counts in 1 kb bins using limma and voom (Smyth, 2004; Law et al., 2014), and plotted the fold changes in an MA plot (Figure 2A). In the limma-voom analysis the three H3K27me3 samples are included for improved estimation of the variance between samples. 

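Mitochondrial genes took 0.706% of the gene body counts in WCE (Wilson 95% interval 0.702% to 0.709%), but 0.0207% ± 0.00087 in H3 (SD, n = 2) and 0.0290% ± 0.0032 in H3K27me3 (SD, n = 3). The WCE share was 34.1 times that of H3 and 24.3 times that of H3K27me3. All 9 mitochondrial genes with any count were higher in WCE than in H3, with log2 fold changes from 4.80 for ND6 to 5.47 for COX1, and each passed edgeR's quasi-likelihood test at an FDR of 0.05. DESeq2 called 2 of them, Rnr2 and ND5, and gave no adjusted p to the other 7. COX1 encodes a subunit of cytochrome c oxidase and lies on the mitochondrial chromosome of mm10 from 5328 to 6872. Its level was 396 CPM in WCE and 8.92 ± 0.61 CPM in H3 (SD, n = 2), a log2 fold change of 5.47 with a standard error of 0.06. CYTB, the cytochrome b gene, had 941 CPM in WCE and 24.1 ± 2.0 CPM in H3, and ND5, a subunit of NADH dehydrogenase, had 1468 and 42.6 ± 1.1 CPM. The mitochondrial ribosomal RNA genes Rnr1 and Rnr2 differed by 4.99 and 4.86 on the log2 scale. In RPKM, the 9 genes ranged from 256 to 865 in WCE and from 5.49 to 32.5 in the H3 libraries. For scale, mean H3 coverage of gene bodies lay between 0.900 and 1.24 RPKM in the quartiles of gene expression. The remaining 6 mitochondrial genes, COX2, ATP8, ATP6, COX3, ND3 and ND4L, had 0 counts over the gene body in all 6 ChIP libraries, and all of their 100 bp windows have a near-identical copy on chromosome 1. Over the 4 kb promoter windows, which overlap one another on this small circular genome, mitochondrial genes took 14.3% of all WCE counts, against 0.589% ± 0.014 in H3 and 0.448% ± 0.041 in H3K27me3.

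**Figure D1:**
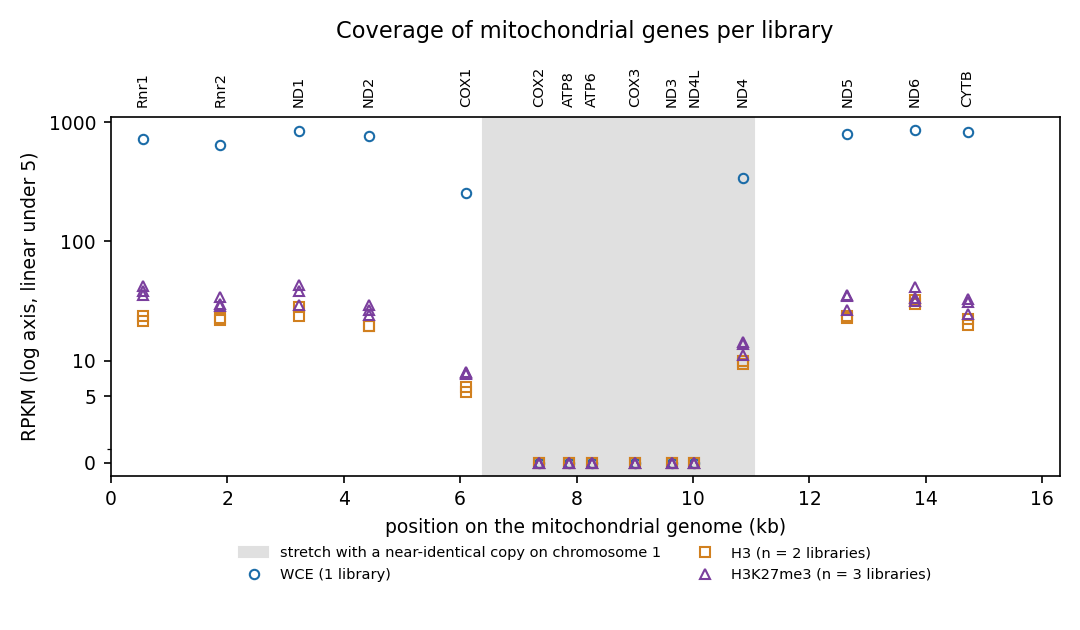
Gene body coverage in RPKM of mitochondrial genes in WCE (1 library), H3 (2 libraries) and H3K27me3 (3 libraries), with each library as a point. The axis is logarithmic and becomes linear near 0. The 6 genes without counts stand at 0, and the stretch with a near-identical copy on chromosome 1 is shaded. Of the 9 genes with counts, COX1 and ND4, which lie partly in that stretch, are lowest in WCE at 256 and 343 RPKM, and no gene exceeds 32.5 RPKM in H3.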

The most striking difference between the WCE and H3 samples occurs at mitochondrial DNA where there is enrichment prevalent in the WCE sample but none in the H3 samples. This is expected since mitochondrial DNA is not packaged by histones and therefore is not recognized by the H3 antibody (Chen and Butow, 2005). In addition, the ribosomal gene *Rn45s* shows exceptionally high counts in both data sets, but significantly higher counts in WCE than H3. This ribosomal gene is present in a large but varying number of copies on the genome (http://www.ncbi.nlm.nih.gov/gene/100861531), and these regions are known to cause false positives in CHIP-seq data (Pickrell et al., 2011) The remainder of the significantly different bins are intergenic repeat regions, with large counts in both WCE and H3 but modest fold changes, and are marked by RepeatMasker (Kent et al., 2002; Tempel, 2012) as repetitive elements. It is important to note that apart from the enrichment in the mitochondrial DNA we again see that the two background samples have enrichment locations that are more similar to each other than they are to a randomly generated background sample (Supplementary Figure 1). 

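Rn45s, the gene of the 45S precursor of ribosomal RNA, had 404 CPM over its body in WCE (Wilson 95% interval 395 to 413 CPM) and 261 ± 0.30 CPM in H3 (SD, n = 2). WCE was thus 1.55 times as high as H3, at a log2 fold change of 0.63 (standard error 0.03, adjusted p = 2.29e-89 from edgeR's quasi-likelihood test). The H3K27me3 libraries held more Rn45s than either control, 929 ± 38 CPM (SD, n = 3), which is 3.56 times the H3 level and a log2 fold change of 1.83 (standard error 0.02). Over the promoter window of Rn45s, WCE was not higher than H3, with 20.7 against 34.5 ± 3.9 CPM, and this difference did not pass the same edgeR test (log2 fold change -0.73, adjusted p = 0.0841). Rn18s, the gene listed for the small subunit's ribosomal RNA, had a log2 fold change of 0.25 over the gene body (adjusted p = 0.52 from edgeR). Both genes share reads with other copies of the ribosomal DNA, so their levels are uncertain.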

In summary the vast majority of bin counts across the genome are very similar between the control samples.

**Figure 2:**
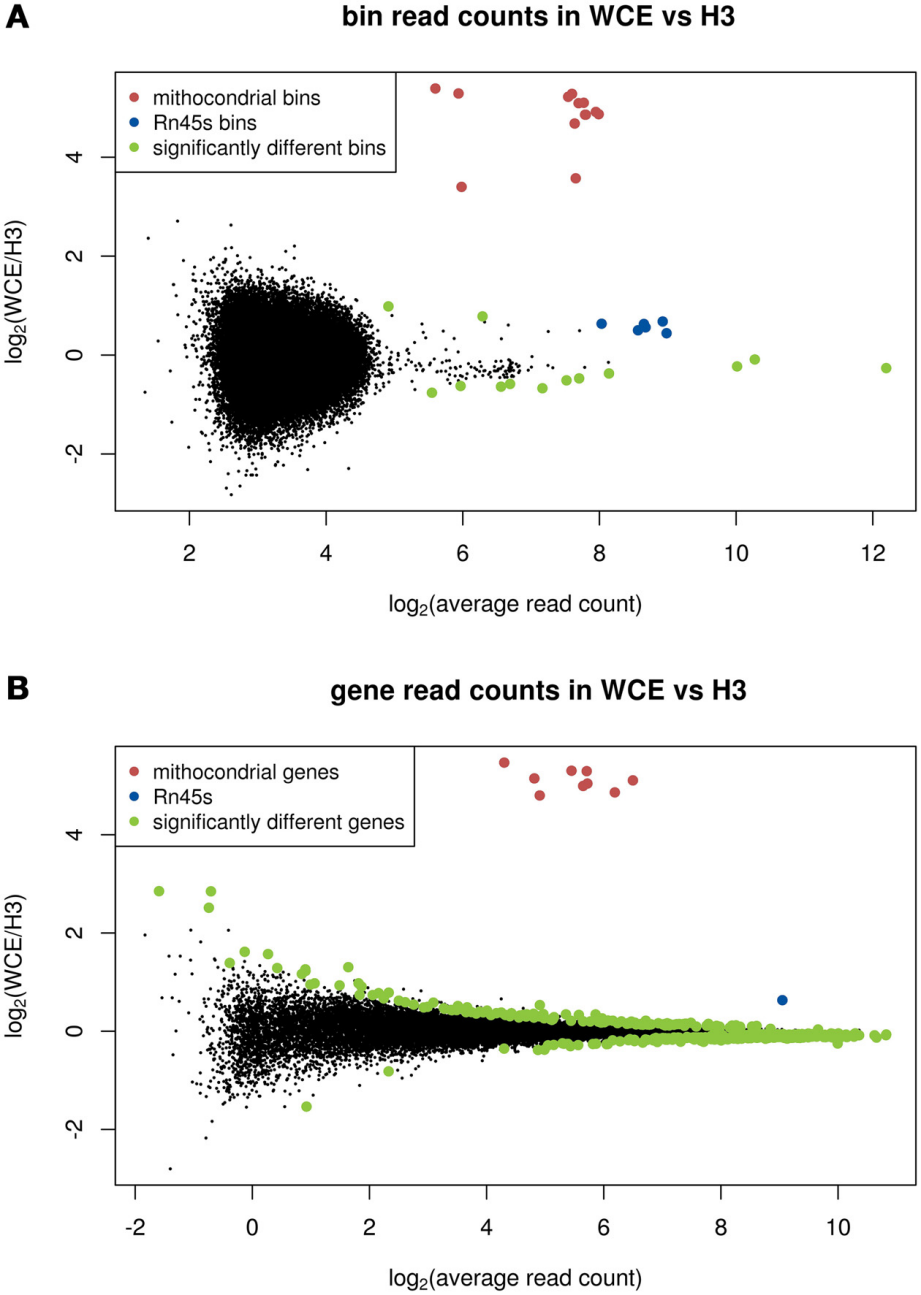
**MA plots comparing enrichment between WCE and H3: (A) 1 kb bins across the genome, (B) bins that span genes**. Significantly different bin counts between samples are highlighted and *Rn45s* and mitochondrial bins (all significantly different) are highlighted in blue and red, respectively. Significance is defined as FDR below 0.05 in a limma-voom analysis.

### Comparing background samples over genes

We next shifted our focus to the behavior of the background samples in and around genes, as these are often the regions of most interest in functional studies. Figure 2B shows an MA plot comparing the number of reads in each gene for WCE and H3. For this analysis significance is tested using the total number of reads across the entire gene, which for most genes gives more power than the 1 kb bin count. 

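Over gene bodies, 97 genes were higher and 219 were lower in WCE than in H3 at an FDR of 0.05, of 23252 genes tested. Most of these differences were small, with a median of 1.10-fold among the 306 called genes other than the mitochondrial genes and Rn45s. Of 30 genes of hematopoietic stem and progenitor cells, listed before the data were examined, 5 were higher in WCE and none was lower (9 higher when adjusted over the list alone). The list as a whole lay above other genes by limma's camera test with a preset correlation (adjusted p = 7.32e-05), but not with an estimated correlation (adjusted p = 0.17). Ribosomal protein genes had 1 of 82 higher and a list median of 0.23 on the log2 scale (camera adjusted p = 3.32e-06), a call that was lost with an estimated correlation (adjusted p = 0.0927). Among the 16 histone genes tested, Hist1h1e, a linker histone, was higher, and the list median was 0.28 (camera adjusted p = 1.16e-04, lost at 0.104 with an estimated correlation). None of 39 Hox genes, 15 Polycomb genes, 14 housekeeping genes or 47 keratin genes passed the test by itself, and of 68 developmental transcription factors 1 was lower (2 higher housekeeping genes and 2 lower developmental factors when adjusted over each list alone). As lists, camera with the preset correlation called the Hox and Polycomb genes higher (adjusted p = 0.022 and 0.0208) and the keratin genes lower (adjusted p = 0.0106). With an estimated correlation these calls were lost (adjusted p = 0.17, 0.17 and 0.157). None of 754 olfactory and vomeronasal receptor genes passed the test by itself, and the list passed camera as lower with the preset correlation (median -0.12, adjusted p = 2.07e-04) but not with an estimated one (adjusted p = 0.104). No marker gene of erythroid, granulocyte and monocyte, B, T, megakaryocyte, hepatocyte or stromal and endothelial cells passed the test between WCE and H3, although 2 of 8 stromal and endothelial markers were higher when adjusted over that list alone. The number of calls rests on the H3 replicates, since 156 genes were called without H3 replicate 1 and 171 without H3 replicate 2, and DESeq2, which gave no adjusted p to 22089 genes, called 135. In simulated counts for this comparison with 200 changed genes, 28 of the 217 calls were false.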

We find 444 genes are differentially enriched with an FDR below 0.05. However, only 35 of the significantly different genes have a fold change larger than a factor 1.5. 

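Of the genes past the test, 32 differed by more than 1.5-fold, 29 of them higher and 3 lower in WCE. They were the 9 mitochondrial genes, Rn45s and 22 other genes. The hematopoietic transcription factor gene Lyl1 was higher in WCE, with 7.34 CPM against 3.70 ± 0.41 CPM in H3 (SD, n = 2), at a log2 fold change of 0.98 (standard error 0.21, adjusted p = 0.000859 from edgeR). The linker histone gene Hist1h1e had a log2 fold change of 0.97. Myf5, a myogenic transcription factor gene on chromosome 10, was lower in WCE, with 1.48 CPM against 3.23 ± 0.53 CPM in H3 (log2 fold change -1.11, standard error 0.33, adjusted p = 0.0488 from edgeR). The uncharacterized gene 4931408D14Rik was lower as well, at -0.82. Without H3 replicate 1 the count of 32 fell to 13 and Lyl1 alone of these named genes passed, without H3 replicate 2 it fell to 18 and none of them passed, and DESeq2 gave 3.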

Consistent with the analysis of bin counts above, it is only the mitochondrial genes and *Rn45s* that stand out from the rest of the population as being more highly enriched in the WCE compare with the H3 sample.

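Among the called genes other than the mitochondrial genes and Rn45s, the largest difference over gene bodies was 3.03-fold, at 4930413G21Rik. This gene had 2.81 CPM in WCE and 0.925 ± 0.21 CPM in H3 (log2 fold change 1.60, standard error 0.39, adjusted p = 0.00551 from edgeR). The 22 other genes past 1.5-fold had low counts, with a median of 5.15 CPM and a maximum of 10.0 CPM in WCE. By contrast, the mitochondrial genes lay between 396 and 1468 CPM in WCE, and the smallest of their changes was 27.9-fold, at ND6. Among the genes with lower coverage in WCE, Sult2a3, a sulfotransferase gene, had more counts, 30.7 CPM against 39.8 ± 0.12 CPM in H3, and its log2 fold change was -0.38 (standard error 0.09, adjusted p = 0.0018 from edgeR). Neither 4930413G21Rik nor Sult2a3 passed when either H3 library was left out. The paper reasons that mitochondrial DNA escapes the H3 antibody because it carries no histones.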

### Comparisons of detected peaks

The bin counts analysis above is not optimized to capture enrichment features that either span multiple bins or are significantly smaller than the bin size. Therefore, we next identified enriched regions in the data using MACS to call peaks in our background samples. MACS (Zhang et al., 2008) is designed to find enriched peaks in the coverage of ChIP-seq data, and scores the peaks according to significance.

MACS identified 856 peaks in the mouse WCE sample, and 867 peaks in the merged H3 samples, with 677 WCE peaks overlapping an H3 peak. We found that overlapping peaks between WCE and H3 were assigned similar scores by MACS (Figure 3B, Pearson correlation 0.91). We also noted that the peaks that appeared in one of the controls, but not in the other are scored much lower than the peaks that are common between the samples (Figure 3A). These two observations show that WCE and H3 have very similar peak locations.

**Figure 3:**
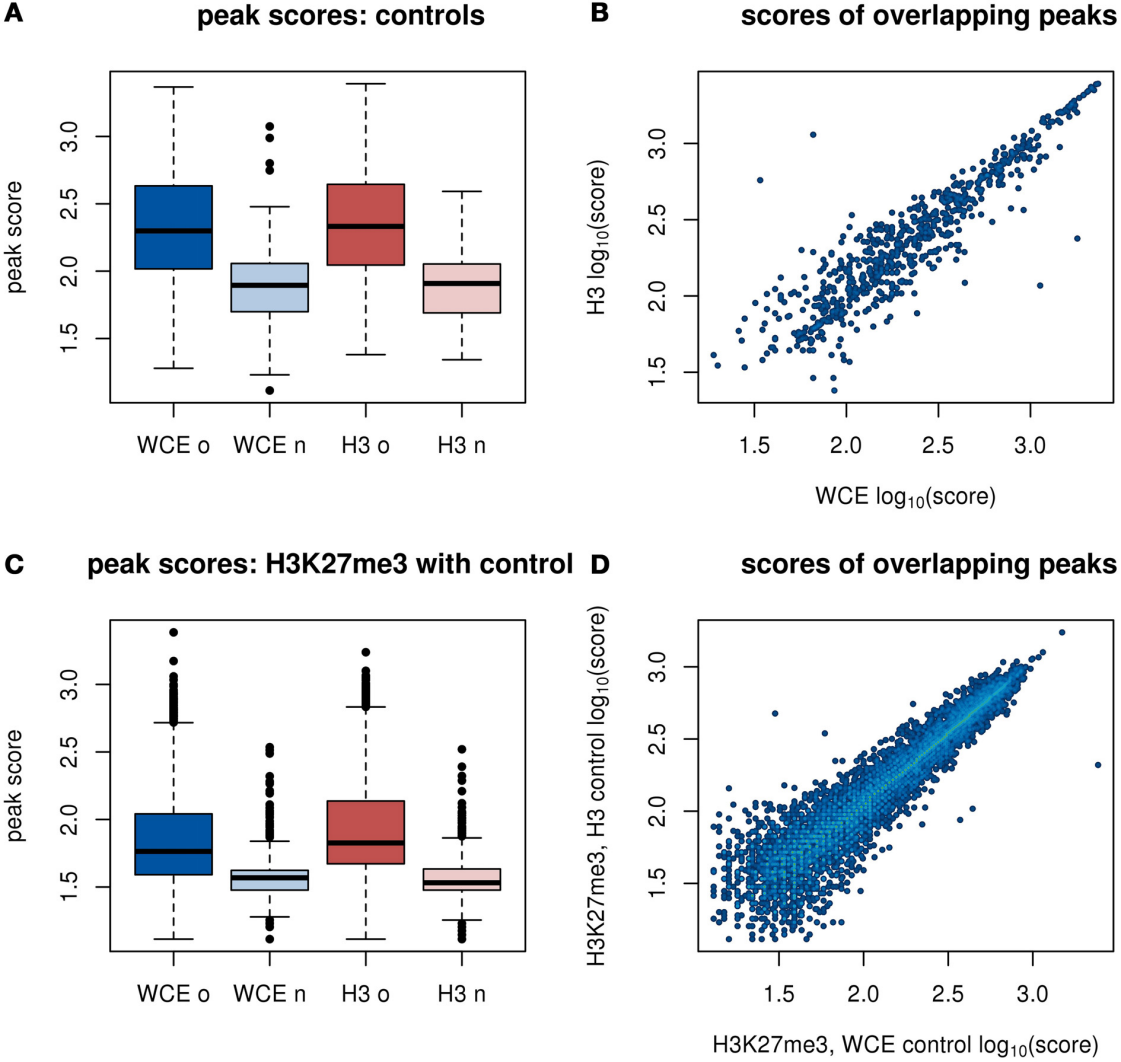
**Peak scores from a MACS analysis of enriched regions**. H3 and H3K27me3 replicates are merged before analysis. **(A)** Distributions of scores of peaks in WCE and H3. The peaks in each control are split into peaks that overlap between the two background samples (marked with “o”) or do not overlap (marked with “n”). **(B)** Scatter plot of scores of overlapping peaks from the WCE and H3 sample. **(C)** Distributions of scores of peaks in H3K27me3 with either WCE or H3 as a control. Labels on the x-axis refer to the control sample. **(D)** Scatter plot of scores of overlapping peaks from H3K27me3 with either WCE or H3 as control.

We next performed a standard peak finding analysis of the merged H3K27me3 samples, using either WCE or H3 as a control. For WCE and H3, MACS returned 28,823 and 32,462 regions, respectively in the H3K27me3 data. The vast majority of these peaks were overlapping (26,113 of the peaks with WCE as control overlap a peak with H3 as control). The enriched regions that are detected with both background samples have highly correlated peak scores (Figure 3D, Pearson correlation 0.97), and the few peaks that are unique to the analysis for only one of the background samples have very low scores (Figure 3C). This shows that the small differences that exist between our WCE and H3 samples have a negligible impact in a typical peak finding analysis and would not be prioritized for follow up.

Using any of the controls on our data set improved the quality of the analysis. Without the controls, only 9565 peaks were called in the H3K27me3 samples, and many biologically relevant peaks were lost (Supplementary Methods and Supplementary Figure 2).

### Comparison of H3K27me3 to expression with different background samples

It is known that H3K27me3 enrichment at the promoter or body of a gene is associated with low expression of that gene (Young et al., 2011). 

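Gene expression was measured in LSK cells sorted from the marrow of adult mice transplanted with fetal liver cells, so the RNA comes from another age and tissue than the chromatin. Each of the 3 RNA-seq libraries was made from 30000 to 100000 cells, and they held 21972203, 21210964 and 15448594 deposited counts over exons, whereas the paper gives about 17M reads each. Between 16662 and 16729 genes had a read in each library, and 9117 genes had none in any library. All 30 genes of the hematopoietic stem and progenitor list were above 10 CPM. The highest were Cd34 at 1072 ± 131 CPM, Myb at 919 ± 46 CPM and Lmo2 at 808 ± 68 CPM (SD, n = 3), and the sort marker gene Kit had 775 ± 59 CPM. All 15 Polycomb genes were above 10 CPM as well, with Suz12 at 285 ± 15 CPM and Ezh2 at 235 ± 4.7 CPM. Of the developmental transcription factors, 0 of 68 reached 10 CPM, as did 0 of 1425 olfactory and vomeronasal receptor genes, 6 of 39 Hox genes and 1 of 47 keratin genes. Of 13 granulocyte and monocyte markers 12 were above 10 CPM, with the myeloperoxidase gene Mpo at 4238 ± 367 CPM. Erythroid markers above 10 CPM numbered 5 of 12, megakaryocyte markers 5 of 7, B lymphoid markers 1 of 9, T lymphoid markers 2 of 11, stromal and endothelial markers 2 of 8 and hepatocyte markers 1 of 11. Of the genes listed for markers selected against in either sort, Ptprc (363 ± 38 CPM) and Itgam (53.1 ± 13 CPM) were above 10 CPM, and 10 others were not. Ptprc is listed for the marker B220, and its count over exons does not tell B220 from other products of the gene. Expression was calculated as in the paper, adding 1 CPM before dividing by the exon length in kb. Exon and gene lengths were taken from the RefSeq annotation of the same genome build for 25081 genes (92.6%), since the authors' gene models were not used here. These genes were split into quartiles of about 6270 genes. Because of the added CPM, a gene without reads is placed by its exon length, and such genes made up 50.7% of the lowest quartile and 58.2% of the second.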

First we used expression levels estimated from our RNA-seq data to split the genes into four equal groups, or quartiles, based on expression from least to most expressed. We then plotted the average read density of genes in each quartile for each of our ChIP-seq and background samples (Figures 4A–F).

**Figure 4:**
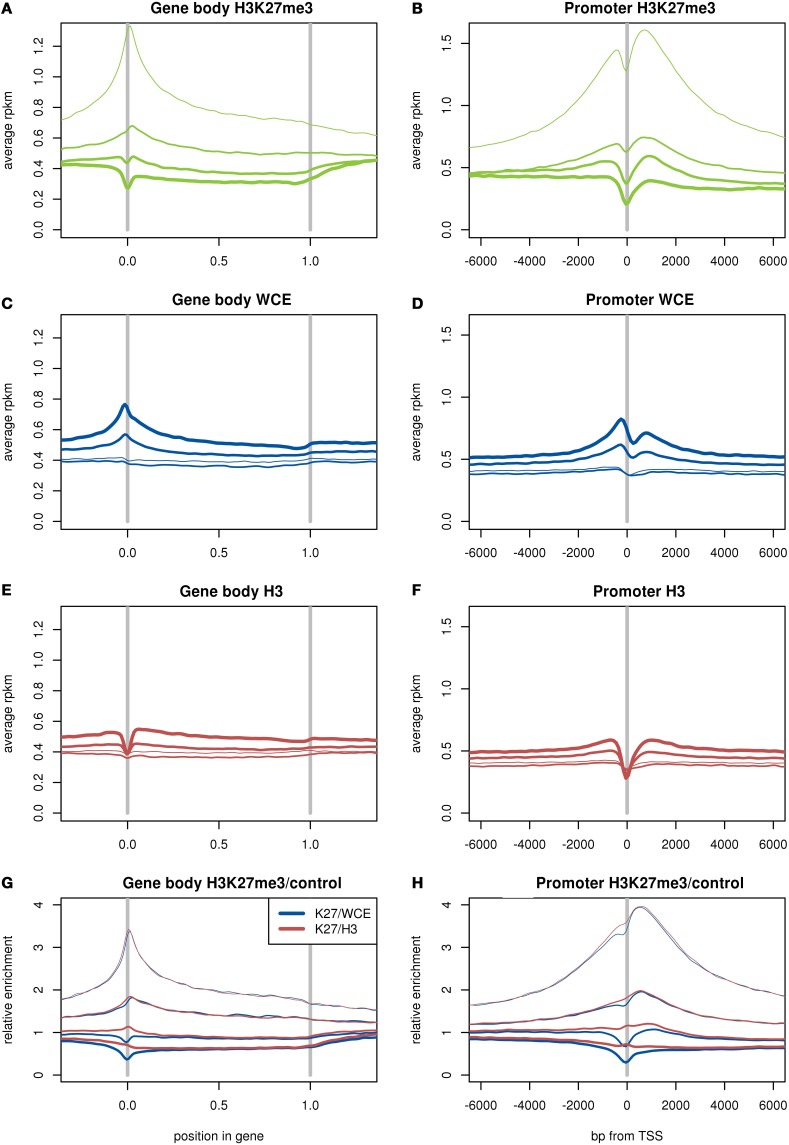
**Average read density in RPKM over genes (A,C,E) and around the transcription start site (B,D,F) for H3K27me3 (A,B), WCE (C,D), and H3 (E,F)**. Ratio of average read densities of H3K27me3 to the background sample over genes **(G)** and around the TSS **(H)**. The genes are divided up into four equal groups based on expression (RPKM), shown by thin lines for lowest expression and thicker lines for higher expression. The two H3 samples and three H3K27me3 samples are merged.

As expected, we found that H3K27me3 is more enriched across gene bodies for lowly expressed genes, and has pronounced enrichment over the transcription start site for the lower expression quartiles. By contrast, both WCE and H3 have somewhat higher coverage in highly expressed genes. 

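Mean H3K27me3 coverage of promoters fell from 17.9 ± 0.051 RPKM in the lowest expression quartile to 8.86 ± 0.042, 6.41 ± 0.016 and 4.67 ± 0.042 RPKM in the quartiles above it (SD, n = 3). With quartiles of CPM without exon length, the lowest group had less than the second, 10.4 against 15.3 RPKM. Over gene bodies it fell from 1.95 ± 0.018 to 0.849 ± 0.014 RPKM. The highest quartile thus held 0.261 times the H3K27me3 of the lowest over promoters and 0.435 times over gene bodies, whereas the same ratios in H3 were above 1. The promoter ratio was 0.451 with quartiles of CPM and 0.489 with medians over genes, and the gene body ratio was 0.430 and 0.641. All 3 H3K27me3 libraries lay below both H3 libraries in this ratio (exact two-sided permutation test, p = 0.2, the smallest that 3 libraries against 2 allow). By gene, 4701 promoters were higher and 17890 lower in H3K27me3 than in H3, of 26164 tested with edgeR, and TMM factors changed this to 7427 higher and 6282 lower. All 68 developmental transcription factors were higher, with a median log2 fold change of 2.77 (68 when adjusted over the list alone, 68 with TMM factors). Nkx2-5, a cardiac regulator, had 36.6 ± 4.7 CPM in H3 (SD, n = 2) and 308 ± 4.5 CPM in H3K27me3 (SD, n = 3), and the pluripotency and neural factor gene Sox2 had 24.4 ± 1.4 and 220 ± 19 CPM. Of 39 Hox genes 34 were higher and none was lower (34 when adjusted over the list alone, 39 with TMM factors). Hoxc11, on chromosome 15 from 102954526 to 102956701, had 28.9 ± 3.5 CPM in H3 and 278 ± 8.9 CPM in H3K27me3 (log2 fold change 3.27, standard error 0.13, adjusted p = 4.07e-129 from edgeR) and no RNA read. The largest change of all named genes was 3.30, at Fendrr, a long non-coding RNA gene that shares a promoter region with its divergent neighbor Foxf1, so their values are not independent. Both lists lay above other genes by camera (adjusted p = 4.19e-49 and 3.66e-26), also with an estimated correlation (adjusted p = 0.00665 and 0.0122). The cell cycle inhibitor list had 4 of 5 genes higher and none lower (4 when adjusted over the list alone, 5 with TMM factors), among them Cdkn2a at 2.77 and Cdkn2c at 2.06, although camera did not call the list with an estimated correlation (adjusted p = 0.185). Of 47 keratin genes 23 were higher and 1, Krt80, was lower (23 and 1 over the list alone, 46 and 1 with TMM factors). Of 85 ribosomal protein genes 83 were lower and none higher (83 over the list alone, 47 lower and 2 higher with TMM factors), of 64 histone genes 63 were lower and 1 higher (45 and 1 with TMM factors), and of 14 housekeeping genes 13 were lower and none higher (9 and 1 with TMM factors). Actb, the beta-actin gene, fell from 47.0 ± 5.5 CPM in H3 to 9.78 ± 3.3 CPM in H3K27me3 (log2 fold change -2.26). The medians of these 3 lists relative to all genes were -0.46, -0.50 and -0.43, and none passed camera with an estimated correlation (adjusted p = 0.104, 0.104 and 0.21). Of the 30 stem and progenitor genes 24 were lower and 3 higher (24 and 3 over the list alone, 9 and 7 with TMM factors). Runx1, a master regulator of hematopoiesis, was lower at -2.05, whereas the promoter of Gata2, another such regulator, was higher at 1.77 (standard error 0.16, adjusted p = 6.7e-29 from edgeR) at an RNA level of 345 ± 79 CPM.

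**Figure D2:**
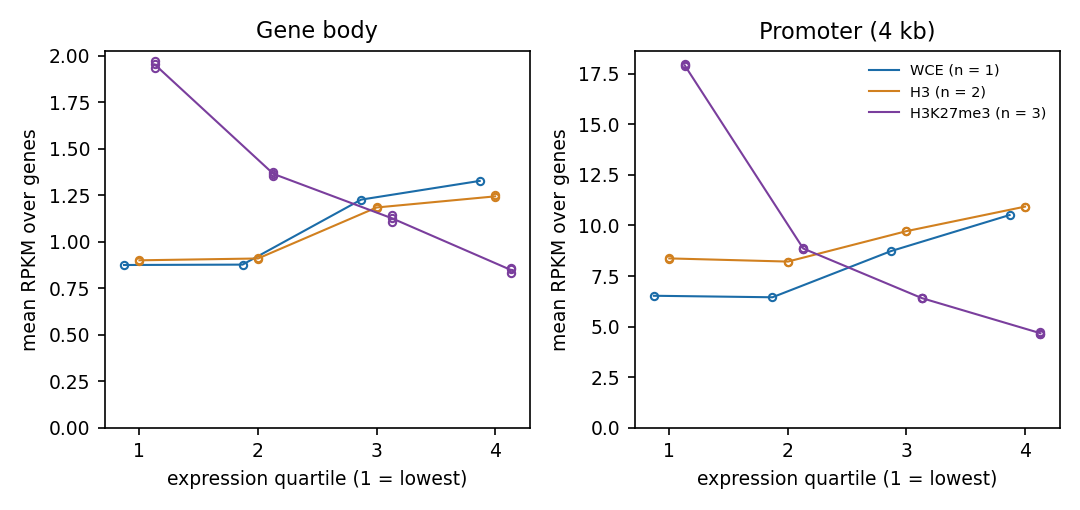
Mean coverage in RPKM by expression quartile over promoters and gene bodies in WCE, H3 and H3K27me3, with libraries as points. H3K27me3 falls over promoters from 17.9 to 4.67 RPKM, and WCE rises from 6.52 to 10.5 RPKM.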

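Over promoters, mean WCE coverage was 6.52, 6.45, 8.73 and 10.5 RPKM from the lowest to the highest expression quartile. In H3 it was 8.37 ± 0.012, 8.21 ± 0.0037, 9.72 ± 0.013 and 10.9 ± 0.009 RPKM (SD, n = 2). The highest quartile was therefore 1.61 times the lowest in WCE and 1.31 times in H3, where the libraries differed by an SD of 0.003. Over gene bodies the corresponding ratios were 1.52 in WCE and 1.38 in H3 (SD 0.0043). WCE has 1 library, so its ratios have no replicate error. In means over genes, the order of the controls rests on leaving out genes at 100 RPKM or more. With all genes kept, the ratio of means was 1.30 in both over promoters, and 1.16 in WCE against 1.38 in H3 over gene bodies. Over gene bodies, the genes at this level in WCE were the 9 mitochondrial genes with counts, at 256 to 865 RPKM. These had 0 CPM in the RNA and stood in the lowest and second quartiles, so keeping them raised the WCE means there. With medians over genes in place of means, the ratio was higher in WCE than in H3 over promoters and over gene bodies. Individual genes moved the same way. Of the genes higher in WCE than in H3 over the gene body, 48 of the 91 with an expression value (52.7%) were in the highest quartile. Of those lower in WCE, 201 of 216 were in the lowest quartile and 9 in the second, with a median fold of 0.922. These quartiles held similar shares of genes without reads, 50.7% and 58.2%, but had median exon lengths of 3014 and 1056 bp. The split between them therefore cannot be read as following expression alone.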

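The deposited table holds a single 4 kb promoter window per gene, so the shape of the coverage around the TSS is not analysed here, and only the total of the window can be compared. Relative to H3, WCE coverage of this window was higher at promoters of highly expressed genes than at those of lowly expressed genes. The median log2 fold change of WCE against H3 was -0.37 in the lowest expression quartile and -0.07 in the highest. With mitochondrial genes left out of the library sizes, a choice made after seeing the data, these medians were -0.16 and 0.15. By edgeR's test 41 promoters were higher and 768 lower in WCE, of 26164. Without mitochondrial genes in the library sizes 89 were higher and 10 lower, and with TMM factors 117 and 9. Of the 40 higher promoters with an expression value, 19 were in the highest quartile, and 82.0% of the 694 lower promoters were in the lowest and second quartiles. The 14 promoters with the largest positive changes were mitochondrial, from 4.29 at CYTB to 5.13 at ATP8. Of 85 ribosomal protein genes 1 was higher, Rpl41, with 60.9 CPM in WCE and 37.4 ± 4.9 CPM in H3 (log2 fold change 0.70, standard error 0.20, adjusted p = 0.032 from edgeR), and 4 were higher with TMM factors. The list median lay 0.18 above that of all genes (camera adjusted p = 2.19e-05, lost at 0.0735 with an estimated correlation). None of 64 histone gene promoters passed the test, at a median 0.45 above that of all genes (camera adjusted p = 3.58e-17, and 0.0378 with an estimated correlation), and 3 were higher with TMM factors. Of 14 housekeeping genes none passed the test, at a median 0.36 above all genes (camera adjusted p = 0.00461, lost at 0.138 with an estimated correlation). At the promoters of olfactory and vomeronasal receptor genes, of which none reached 10 CPM in the RNA, 99 of 1375 were lower in WCE and none was higher (271 when adjusted over the list alone, 3 with TMM factors). Their median lay 0.22 below that of all genes (camera adjusted p = 1.14e-10, lost at 0.0505 with an estimated correlation), and reads of such families may be shared between copies. Of the keratin genes 2 of 47 were lower (11 over the list alone, none with TMM factors), and of the Hox genes 4 of 39 were lower (4 over the list alone, none with TMM factors), among them Hoxa2 at -0.69. The stem and progenitor list had 1 of 30 promoters lower and none higher (1 higher and none lower with TMM factors), but 23 of 30 lay above the median of all genes, at a list median 0.19 above it (camera adjusted p = 0.00461, lost at 0.162 with an estimated correlation). The lower member, Ly6a, which encodes the sort marker Sca-1, was lower in WCE at -1.26 (adjusted p = 0.0261 from edgeR, and 0.17 with TMM factors). The calls rest on both H3 libraries, with 43 promoters called without H3 replicate 1 and 68 without H3 replicate 2, and none of Rpl41, Hoxa2 and Ly6a passed without either library or with DESeq2, which called 14.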

The WCE sample displays a peak over the transcription start site (TSS) for the highly expressed genes, whereas the H3 and H3K27me3 samples display a dip or trough at the TSS. The dip for H3 and H3K27me3 is consistent with a depletion of nucleosomes at the TSS (Ozsolak et al., 2007), which also could contribute to the peak in the WCE sample. We then divided the H3K27me3 coverage by the coverage of the controls, and found that the H3K27me3 dip was perfectly canceled out by the H3 control, while dividing by WCE reinforced the dip (Figures 4G,H). 

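Over the whole 4 kb window, H3K27me3 divided by WCE was 2.74 in the lowest expression quartile and 0.445 ± 0.004 in the highest (SD, n = 3 H3K27me3 libraries). Divided by H3 it was 2.14 ± 0.0061 and 0.428 ± 0.0038. The highest quartile thus held 0.162 ± 0.0016 times the lowest with WCE as control and 0.20 ± 0.002 times with H3. With genes at 100 RPKM or more kept, it was 0.20 with either control. Over gene bodies the ratios to WCE and H3 were 2.23 and 2.17 in the lowest quartile, and 0.640 and 0.683 in the highest. Promoters called higher in H3K27me3 numbered 4701 of 26164 against H3 and 5473 against WCE by edgeR, and with TMM factors 7427 and 7985. With library sizes without mitochondrial genes, added after the data were seen, they numbered 4694 against H3 and 4906 against WCE. The ratios to either control are scaled to all promoter counts, of which mitochondrial genes took 14.3% in WCE and 0.589% in H3. Their level in each quartile depends on this scaling. All 68 developmental transcription factors were higher against either control, and of the 39 Hox genes 34 were higher against H3 and 35 against WCE. Of 1375 olfactory and vomeronasal receptor genes 1144 were lower against H3 and 581 against WCE, which TMM factors changed to 94 and 31. These values sum over the window, and the dip at its center was not analysed here.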

The perfect cancelation shows that the dips in H3K27me3 and H3 likely are from the same source. This difference between H3 and WCE is important, as the depletion of histone modifications over the TSS compared to WCE might be misinterpreted as histones around the TSS being unmodified. Using the H3 as control shows that the dip in H3K27me3 at the TSS is due to a lack of histones in general: the few histones that are there carry modifications as frequently as other histones close by. This difference between the controls is discussed further in the discussion.

One overall measure of quality of the ChIP-seq data is how well the H3K27me3 histone modification anti-correlates with gene expression. To investigate this we used the number of reads (RPKM) in the gene body or the promoter (defined as 4 kb centered at the TSS) for the H3K27me3 mark (Table 1). We then calculated the same correlation after dividing by the counts (RPKM) measured in the WCE or H3 control samples. Table 1 shows the Pearson correlations between the log of the ChIP-seq enrichment at genes (RPKM or ratio of RPKMs) and log of the expression (RPKM).

**Table 1:** **Pearson correlation between expression and enrichment of our H3K27me3 data and H3K27me3 and H3K36me3 from Adli et al. (2010)**.

	**WCE**	**H3**	**H3K27me3**	**H3K27me3/WCE**	**H3K27me3/H3**
Gene body	0.3	0.27	−0.23	−0.46	−0.44
Promoter	0.35	0.25	−0.26	−0.57	−0.51
Adli et al.			**H3K27me3**	**H3K27me3/WCE**	**H3K27me3/H3**
Gene body			−0.51	−0.64	−0.63
Promoter			−0.49	−0.66	−0.63
Adli et al.			**H3K36me3**	**H3K36me3/WCE**	**H3K36me3/H3**
Gene body			0.69	0.59	0.62
Promoter			0.43	0.26	0.35

*Enrichment is measured by the logarithm of RPKM, or logarithm of ratio of RPKM in the case of the modification with control samples, and expression is measured by the logarithm of RPKM of the RNA-seq samples*.

As expected, H3K27me3 enrichment over both the gene body and the promoter show an anti-correlation with expression. However, dividing by a control sample greatly improves the strength of the correlation for both the gene body and promoter. 

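Across 25081 genes, the correlation of log H3K27me3 coverage with log expression was -0.230 over the gene body and -0.302 over the promoter, with the libraries of each group merged. These values depend on the setting, with -0.398 and -0.476 over genes with at least 50 WCE counts, and -0.234 and -0.174 with expression as CPM without exon length. In single H3K27me3 libraries it was -0.233 ± 0.0068 over the gene body and -0.299 ± 0.0054 over the promoter (SD, n = 3). Genes are not independent replicates, so no p-value is given, and 10 such correlations were calculated. At the level of single genes, values departed from the relation on both sides. The RNA came from adult marrow and the chromatin from fetal liver, and each gene has a single promoter window. These departures therefore need not hold within the same cells or for every promoter of a gene. Among the promoters with more than 2-fold higher H3K27me3 than H3, those with the highest expression included Gnas, a G protein subunit gene (735 ± 24 CPM), Gata2, Ptprs (255 ± 7.6 CPM), Cpne2 (196 ± 13 CPM) and Rassf5 (175 ± 14 CPM), with log2 fold changes of 1.38, 1.77, 1.46, 2.01 and 1.82. Conversely, the B cell surface gene Cd19 had 0.584 ± 0.18 CPM of RNA and little H3K27me3, 13.6 ± 1.9 CPM against 54.2 ± 4.6 CPM in H3 (log2 fold change -1.99).

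**Figure D3:**
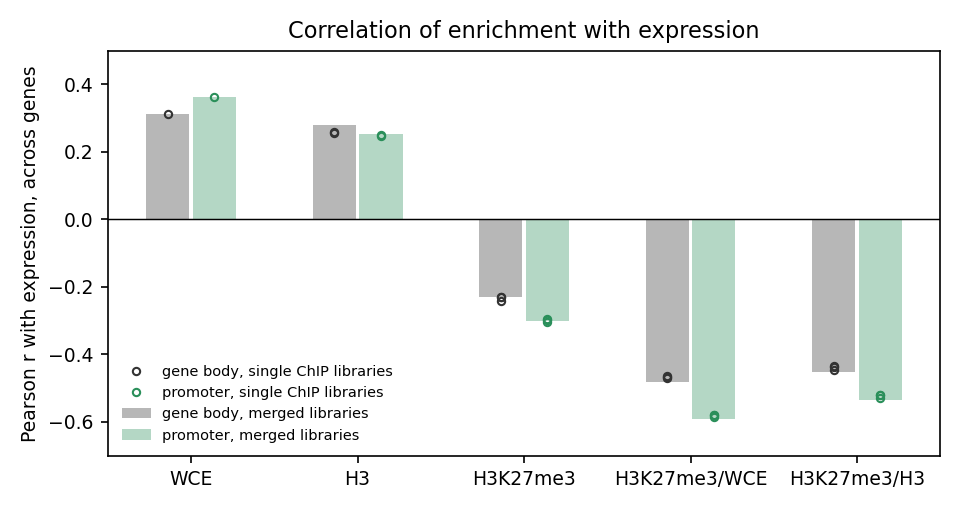
Pearson correlation across genes of log coverage with log expression for WCE, H3, H3K27me3 and the ratios of H3K27me3 to either control, over gene bodies and promoters, with merged libraries as bars and single libraries as points. The ratio to WCE over promoters is lowest at -0.591, and WCE over promoters is highest at 0.364.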

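Divided by WCE, H3K27me3 correlated with expression at -0.480 over the gene body and -0.591 over the promoter. Divided by H3, the correlations were -0.452 and -0.535. In each single H3K27me3 library the correlation became more negative with either control. Over the promoter it moved by -0.282 ± 0.0025 with WCE and by -0.225 ± 0.0016 with H3 (SD, n = 3). Over the gene body it moved by -0.233 ± 0.0037 with WCE and by -0.205 ± 0.0021 with H3. These shifts are far larger than the spread between libraries.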

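With WCE in place of H3 as the control, the correlation of single H3K27me3 libraries with expression differed by -0.0279 ± 0.0025 over the gene body and by -0.0564 ± 0.0011 over the promoter (SD, n = 3), with the same sign in 3 of 3 libraries. Each difference exceeds the spread between the H3K27me3 libraries, but only 1 WCE library was sequenced, so the spread between WCE samples is not known. A single H3 library as control gave -0.434 and -0.431 over the gene body and -0.531 and -0.530 over the promoter for the merged H3K27me3 libraries, weaker than with both H3 libraries merged.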

The WCE background improved the correlation slightly more than the H3 samples, especially for the promoter region. Both controls have a fairly strong positive correlation to expression, indicating that there likely is a positive background contribution to the H3K27me3 correlation, canceling out part of the negative correlation. This background contribution was removed by dividing by the control samples, and the full negative correlation from the histone modification appears.

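The correlation of WCE coverage with expression was 0.312 over the gene body and 0.364 over the promoter. For H3 it was 0.279 over the gene body and 0.253 over the promoter, and single H3 libraries gave 0.257 ± 0.0029 and 0.249 ± 0.00097 (SD, n = 2). The gap between WCE and H3 was thus larger over the promoter than over the gene body. With single RNA-seq libraries the WCE value over the promoter was 0.364 ± 0.002 (SD, n = 3). From these positive values the paper reasons that background likely adds a positive part to the H3K27me3 signal, which offsets some of its negative correlation with expression until a control is divided out.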

To investigate this effect further, we took data from Adli et al. (2010) on H3K27me3 and H3K36me3 enrichment in adult mouse hematopoietic stem and progenitor cells, and calculated the correlations using our WCE and H3 as background samples. These datasets are from a cell type that is more similar to that used for our expression data, giving stronger correlations overall, however the same trends were observed in relation to the control samples. The H3K27me3 data behaved the same as in our dataset, in that both controls strengthened the anti-correlation between H3K27me3 enrichment and expression, and the WCE provided stronger anti-correlation than the H3 control. Conversely, the H3K36me3 correlation to expression was strong without controls, but weakened by the introduction of controls. Again, the effect was strongest in the promoter with WCE as control. It should be noted here that the weaker correlation in the H3K36me3 at the promoter is expected, as H3K36me3 is an elongation mark, and is normally enriched over exons rather than promoters. These results can be interpreted as both H3K27me3 and H3K36me3 having their correlation to expression influenced by the background. The control samples are both positively correlated to expression, indicating that the background likely increases the correlation for the histone modifications. This explains why the anti-correlation of expression with H3K27me3 is strengthened by the controls, while for H3K36me3 the correlation is weakened.

## Discussion

We have generated ChIP-seq data for Histone H3, H3K27me3, and WCE samples from a hematopoietic stem and progenitor cell population isolated from E14.5 mouse fetal liver from C57BL/6 mice, and mRNA-seq expression data from a hematopoietic stem and progenitor cell population isolated from the bone marrow of adult mice that had received fetal liver cell transplants. We used these data, together with publicly available data, to compare WCE and H3 for their efficacy as control samples for modified histone ChIP-seq data.

Using WCE or H3 as a control yields slightly different interpretations of the corrected data. Dividing a histone modification ChIP-seq sample by a WCE background normalizes the sample against genome and fragmentation biases, with no explicit regard to the underlying histones. In contrast, dividing by a H3 background estimates the enrichment relative to the position of histones in the sample. Which of these two measures is more appropriate depends on the experiment, and the type of biology being probed. For example, in a study looking at the relationship between the H3K27me3 density and the compactness of the genome it may be more relevant to compare H3K27me3 density to a WCE control. On the other hand, using H3 as a background sample might be more relevant for a study looking at the how PRC2 affects the methylation of histones tails where we need to know which histones are modified. However, most experiments with ChIP-seq of histone modifications do not have the precision to tell the two interpretations apart, and we will focus on which control sample can extract the most information from the experiment.

We found, as has previously been observed, that both the WCE and H3 samples have more features and structures than would be expected from randomly distributed reads. For example, both controls are more enriched over highly expressed genes than over lowly expressed genes. We compared read counts in 1 kb bins between WCE and H3 and found that most features of the read distributions are similar between background samples. The notable exception to this was mitochondrial DNA where no H3 histones are present. The non-random enrichment features seen in both background samples can occur from biological sources, such as accessibility of the DNA, stability of the interaction between DNA fragments and targeted proteins as well as technical processes such as PCR artifacts and sequencing biases. Furthermore, biases can arise from the data analysis, with mappability perhaps being the most influential. These error sources are also expected to be present in ChIP-seq of histone modifications, and thus the WCE and H3 are suitable as background controls, with the majority of the structures in both WCE and H3 capable of canceling out biases.

When the data is averaged over a large number of genes, a more relevant difference between the control samples become apparent. WCE shows more enrichment over the TSS for expressed genes, while H3 and H3K27me3 show a trough at the TSS. The trough seen in both the H3 and H3K27me3 pull-down is likely due to nucleosome depletion specifically at the TSS where the transcriptional machinery is accessing the DNA (Ozsolak et al., 2007). Possibly the peak in WCE is due to the same reason, where the WCE extraction instead will collect a larger number of reads from regions that are depleted of nucleosomes. The small dip in WCE coverage just after the TSS could then be caused by the first nucleosome, often located in roughly the same position in expressed genes as was shown in Ozsolak et al. (2007). This difference between WCE controls and histone ChIP samples can have an impact on an analysis of expressed genes in the TSS region as can be seen in Figure 4H.

Apart from very specific analyses averaged over many genes around the TSS, the two control samples give very similar results. Using WCE or H3 as the control for peak finding in H3K27me3 ChIP-seq data returned essentially the same peaks (less than 1% of peaks were not concordant when called against WCE or H3), and the peak scores had a Pearson correlation of 0.996. We believe that in the majority of cases the choice of which background sample is used will make a negligible difference to the results. Therefore, the use of WCE or input as a standard control sample is well justified.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A comparison of control samples for ChIP-seq of histone modifications
**Source:** Front Genet. 2014 Sep 25;5:329. doi: 10.3389/fgene.2014.00329
**Supplement:** Supplementary file 1

# Supplementary methods

Supplementary figure 1: MA plots comparing enrichment between WCE, H3 and a randomly distributed sample over 1kbp bins across the genome. (A) WCE vs random, (B) H3 vs random (C) WCE vs H3 is provided on the same scale for comparison.

## MACS peaks with and without control

Running MACS on the H3K27me3 samples without a control yields 9565 peaks. Out of the new peaks introduced by adding the controls (peaks not overlapping peaks in the run without control), 2590 (WCE) and 3090 (H3) have a score above 109 (75% quantile of all peak scores with any control sample). Out of these, 1502 (WCE) and 1700 (H3) overlap a promoter region. The genes corresponding to these promoters are mainly unexpressed, as can be seen in supplementary figure 2. We speculate that these are genes with highly compressed DNA, giving few fragments in the H3K27me3 pull-down. Only by comparing to the even fewer fragments in the control samples do these peaks appear in the analysis.

Supplementary figure 2: Distribution of expression of genes with new peaks in the promoter from the controls (red line for H3 and blue line for WCE), compared to the distribution of all genes (grey bars). The coloured lines are increased by a factor 10 for easier comparison.

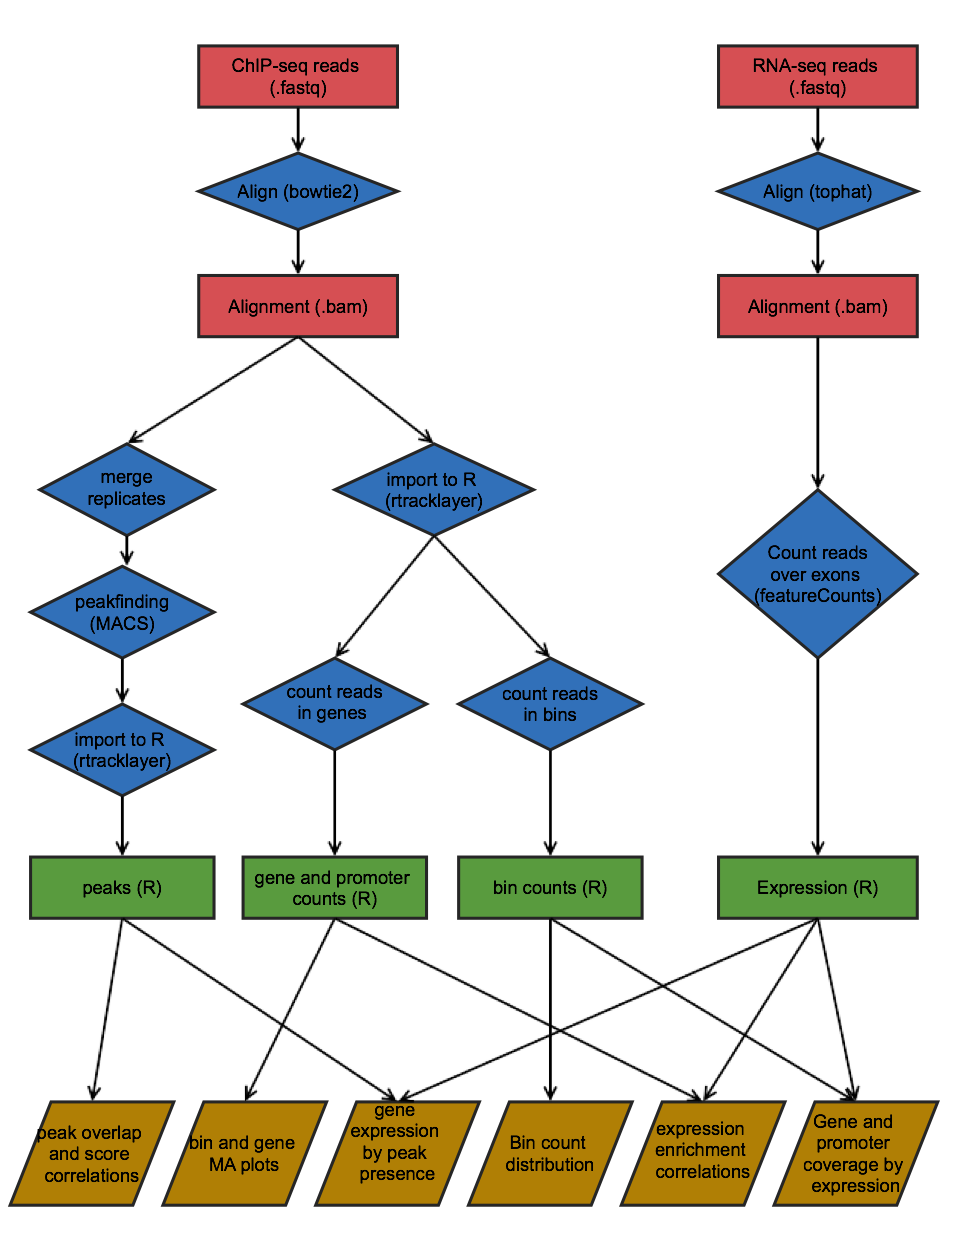

Figure 3: Workflow of analysis.

How the deposited data were processed for this re-analysis (not part of the article)

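The data are the authors' deposited table of raw read counts for 27095 mouse genes in 9 libraries. Of these, 6 are ChIP libraries from fetal liver LSK cells (1 WCE, 2 H3 and 3 H3K27me3) and 3 are RNA-seq libraries from bone marrow LSK cells of transplanted adult mice. The authors aligned the ChIP reads with Bowtie2 2.2.3 and the RNA reads with TopHat2 2.0.8 to mm10, and counted them with featureCounts, according to the paper and the submitters' processing notes. Each ChIP library has a count over the gene body and a count over the 4 kb promoter window, and each RNA-seq library has a count over exons. The deposited counts are not normalized, and the paper filtered aligned reads for a mapping quality of 20 or more in its counts over bins, without saying whether this applies to the gene counts. Reads that map to several places were handled before deposit, so genes with near-identical copies have uncertain counts. Filters on duplicate reads are not given in the sources used here. No column of the table was left unused.

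Counts were compared with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test with the column total as library size and no further factor, as in the paper's limma-voom call. Genes above 1 CPM in at least 2 of the 6 ChIP libraries were tested, which kept 23252 genes over gene bodies and 26164 over promoters. P-values were adjusted by the Benjamini-Hochberg method, and genes at an FDR of 0.05 were called. The alternatives were TMM factors, DESeq2 size factors, the paper's limma-voom settings (limma 3.58.1), the DESeq2 1.42.0 Wald test, other filters on low counts, only the groups compared, a replicate block, and leaving out each replicated library in turn. Library sizes without mitochondrial genes were added after the data were seen. The pipeline was tested on simulated counts with 100 genes changed 2-fold and 100 changed 4-fold. For WCE against H3 over gene bodies it recovered 92% and 97% of them. For H3K27me3 against H3 over promoters it recovered 78% and 98%, with 7 false among 183 calls.

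Gene lists were fixed before the data were examined, 15 of gene families and processes and 9 of cell type markers. They hold mitochondrial, ribosomal RNA, Hox, developmental transcription factor, hematopoietic stem and progenitor, housekeeping, ribosomal protein, histone, olfactory and vomeronasal receptor, keratin, fetal hematopoietic, Y-linked and Xist, Polycomb and cell cycle inhibitor genes, the markers used in the sort, and markers of erythroid, granulocyte and monocyte, B, T, megakaryocyte, hepatocyte, and stromal and endothelial cells. Each list with at least 3 tested members was tested with camera on log2 CPM, with a preset correlation of 0.01 and with an estimated correlation. Over promoters 9 lists passed for H3K27me3 against H3, of which 2 passed with an estimated correlation, and 9 passed for WCE against H3, of which 3 passed with an estimated correlation.

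Genes are named by rules also fixed beforehand. They are the genes that the paper or its code names, the 10 largest changes in each direction among genes whose groups do not overlap, up to 4 members of each list with the largest change or the highest expression, and the 10 most expressed genes among those with over 2-fold higher H3K27me3 than H3. Genes of which a group had no counts, and near-identical members of large families, were not picked out of these.

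RPKM were calculated from the deposited counts, with 4 kb as the promoter width and gene and exon lengths from the RefSeq annotation of the same genome build, which gave lengths for 25081 genes (92.6%). As in the paper, expression was the CPM plus 1 per kb of exon, 0.5 was added to the RPKM of coverage before taking logs, and genes at 100 RPKM or more were left out of quartile means. Correlations are Pearson correlations across genes of merged libraries, and the values of single libraries give their spread. Copies of mitochondrial sequence in the nuclear genome were searched with blastn 2.17.0. The remaining steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9. On simulated data for 20000 genes, the correlations differed from their known values by at most 0.00386.

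Before replicates were averaged, their counts were compared by a chi-square test over genes with at least 20 counts. The H3 libraries differed by little more than sampling noise (chi-square per degree of freedom 1.03 over gene bodies, p = 0.000236, and 1.02 over promoters, p = 0.0267), and the H3K27me3 libraries by more (1.14 to 1.22). The test does not show whether the H3 libraries are separate biological samples. Coverage in 1 kb bins, peaks, the profile around the TSS and the published data of other groups were not analysed here.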

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

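The weighing of mitochondrial genes, WCE promoters and expression quartiles stands under the other observations. The alternatives in this part were set before the data were examined, except the library sizes without mitochondrial genes.

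Rn45s had more H3K27me3 than H3 counts over the gene body, which the paper does not report. The log2 fold change was 1.83, with 929 ± 38 CPM in 3 H3K27me3 libraries against 261 ± 0.30 CPM in 2 H3 libraries. Over its promoter window the value was -1.21, and -0.30 with TMM factors (adjusted p = 0.33 from edgeR).

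At the promoters of olfactory and vomeronasal receptor genes, which lie outside the genes the paper discusses, 99 of 1375 genes were lower in WCE than in H3. This count moves with the scaling, and 3 were lower both with TMM factors and with library sizes without mitochondrial genes. Relative to the median of all genes the list stayed below, with a median of -0.22 with column totals. Camera called the list with TMM factors (adjusted p = 3.07e-12), but with column totals and an estimated correlation it did not (adjusted p = 0.0505).

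Histone gene promoters had a median log2 fold change of WCE against H3 that was 0.45 above the median of all genes, and 56 of 64 lay above that median. No histone gene passed the test by itself with column totals in edgeR, 3 did with TMM factors, and 1 with library sizes without mitochondrial genes.

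The promoter of Gata2, a transcription factor gene with 345 ± 79 CPM in the RNA (SD, n = 3), had more H3K27me3 than H3, at a log2 fold change of 1.77. All 3 H3K27me3 libraries lay above both H3 libraries, and the change was 2.69 with TMM factors. The RNA came from marrow of transplanted adult mice and the chromatin from fetal liver, so they were not measured in the same cells.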

How the results depend on the processing

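Depth and the single WCE library limit the comparison of the controls. Leaving out H3 replicate 1 or 2 lowers their calls, and the leave-one-out range was 156 to 400 genes over gene bodies, 13 to 44 genes past 1.5-fold and 43 to 1151 promoters. Fits with the WCE and H3 libraries only, in which the 2 H3 libraries alone give the spread, called 555 genes over gene bodies, 66 of them past 1.5-fold, and 2113 promoters. The DESeq2 Wald test called 135 genes, 3 of them past 1.5-fold, and 14 promoters, and it gave no adjusted p to 22089 of the genes over gene bodies. For WCE against H3 over promoters, TMM factors gave 126 calls, DESeq2 size factors 223, limma-voom with the paper's settings 1407, and library sizes without mitochondrial genes, added after the data were seen, 99. Of the 126 calls with TMM factors, 50 were among the 809 called without them. For H3K27me3 against H3 over promoters, TMM factors gave 13709 calls, DESeq2 size factors 13138 and the DESeq2 Wald test 7603. The DESeq2 Wald test called 12186 genes for H3K27me3 against H3 over gene bodies, 8708 promoters and 11604 gene bodies for H3K27me3 against WCE. Splits between higher and lower moved with the scaling as well. For H3K27me3 against WCE over promoters, 5473 higher and 14546 lower became 7985 and 7740 with TMM factors, and over gene bodies 5909 and 12327 became 8380 and 8225. For H3K27me3 against H3 over gene bodies, 5791 and 12493 became 8189 and 7572. Deviations of same-numbered H3 and H3K27me3 libraries correlated at 0.00692 to 0.0105. The H3 libraries differed by little more than sampling noise, so these correlations cannot show whether the replicate numbers mark pairs. A fit with the replicate number as a block called 21994 promoters and 17626 gene bodies for H3K27me3 against H3. With an estimated correlation, camera passed 2 lists for H3K27me3 against H3 and 3 for WCE against H3 over promoters. The fry test asks whether a list moves one way on balance rather than more than other genes. Over promoters it passed 20 lists for H3K27me3 against H3. It used column totals, where the median log2 fold change of all promoters was -1.04, so a list can pass through the scaling alone. Except where the library sizes or the libraries fitted differ by construction, the cause was not tested.

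Among the 65 named changes tested across settings, 1 changed direction. The promoter of Kit, lower in H3K27me3 than in H3 at -0.83, was at 0.0867 with TMM factors, 0.13 with DESeq2 size factors and 0.13 with the DESeq2 Wald test. The edgeR fits with TMM factors and with DESeq2 size factors used the same counts and changed only the scaling. The sign of this change therefore follows the scaling. The other named changes kept their direction. They also stayed on the same side of the threshold for 61 of 65 with TMM factors, 61 of 65 with DESeq2 size factors, 42 of 52 with the DESeq2 Wald test, 64 of 65 with limma-voom, 61 of 65 with library sizes without mitochondrial genes, 56 of 65 without H3 replicate 1 and 55 of 65 without H3 replicate 2.

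The correlations with expression kept their signs under every setting tried, and WCE as control gave a more negative value than H3 in each. With 0.1 RPKM added to the coverage, the values were WCE at 0.286, H3 at 0.254, H3K27me3 at -0.184, the ratio to WCE at -0.490 and the ratio to H3 at -0.463 over the gene body, and WCE at 0.314, H3 at 0.221, H3K27me3 at -0.244 and the ratio to H3 at -0.528 over the promoter. With 1 RPKM added, the values were WCE at 0.304, H3K27me3 at -0.238, the ratio to WCE at -0.458 and the ratio to H3 at -0.432 over the gene body, and WCE at 0.389, H3 at 0.270 and H3K27me3 at -0.328 over the promoter. With 0.1 CPM added to the expression, the values were WCE at 0.333, H3 at 0.294, the ratio to WCE at -0.494 and the ratio to H3 at -0.461 over the gene body, and WCE at 0.438, H3 at 0.319, H3K27me3 at -0.240, the ratio to WCE at -0.578 and the ratio to H3 at -0.512 over the promoter. As Spearman's rho, the values were WCE at 0.441, H3 at 0.384, H3K27me3 at -0.326, the ratio to WCE at -0.650 and the ratio to H3 at -0.625 over the gene body, and WCE at 0.564, H3 at 0.416, H3K27me3 at -0.348, the ratio to WCE at -0.659 and the ratio to H3 at -0.589 over the promoter. Over genes with at least 10 RNA-seq reads, the values were WCE at 0.247, H3 at 0.206, H3K27me3 at -0.312, the ratio to WCE at -0.486 and the ratio to H3 at -0.464 over the gene body, and H3 at 0.222, H3K27me3 at -0.441, the ratio to WCE at -0.558 and the ratio to H3 at -0.524 over the promoter. Over genes with at least 50 WCE counts, the values were WCE at 0.302, H3 at 0.268, H3K27me3 at -0.398, the ratio to WCE at -0.560 and the ratio to H3 at -0.536 over the gene body, and WCE at 0.502, H3 at 0.354, H3K27me3 at -0.476, the ratio to WCE at -0.600 and the ratio to H3 at -0.547 over the promoter. Without mitochondrial genes, which had 0 CPM in the RNA, 25066 genes were left. The values were then WCE at 0.331, H3 at 0.284 and the ratio to WCE at -0.485 over the gene body, and WCE at 0.375 and H3 at 0.255 over the promoter. This setting was also meant to leave out Rn45s, but Rn45s had no length in the annotation and was in none of the correlations. With expression as CPM without exon length, the values were WCE at 0.270, H3 at 0.236, the ratio to WCE at -0.453 and the ratio to H3 at -0.427 over the gene body, and WCE at 0.446, H3 at 0.326, H3K27me3 at -0.174, the ratio to WCE at -0.514 and the ratio to H3 at -0.442 over the promoter. Leave-one-out values ranged from 0.255 to 0.279 for H3, from -0.482 to -0.474 for the ratio to WCE and from -0.453 to -0.431 for the ratio to H3 over the gene body, and from 0.249 to 0.253, from -0.591 to -0.586 and from -0.535 to -0.529 over the promoter. The cause of these shifts was not tested.

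The ratio of the highest to the lowest expression quartile stayed above 1 in WCE and H3 and below 1 in H3K27me3 under the settings tried, but with genes of high RPKM kept WCE was no longer above H3. With medians over genes in place of means, the ratios were WCE at 1.34, H3 at 1.23, H3K27me3 at 0.641, the ratio to WCE at 0.479 and the ratio to H3 at 0.520 over the gene body, and WCE at 1.58, H3 at 1.26, H3K27me3 at 0.489, the ratio to WCE at 0.310 and the ratio to H3 at 0.388 over the promoter. With genes of high RPKM kept, the ratios were WCE at 1.16 and the ratio to WCE at 0.376 over the gene body, and WCE at 1.30 and the ratio to WCE at 0.20 over the promoter. With quartiles of CPM, the ratios were WCE at 1.38, H3 at 1.23, the ratio to WCE at 0.312 and the ratio to H3 at 0.348 over the gene body, and WCE at 1.94, H3 at 1.50, H3K27me3 at 0.451, the ratio to WCE at 0.232 and the ratio to H3 at 0.301 over the promoter. With quartiles over genes with at least 1 RNA-seq read, the ratios were WCE at 1.35, H3 at 1.25, H3K27me3 at 0.411, the ratio to WCE at 0.305 and the ratio to H3 at 0.329 over the gene body, and WCE at 1.42, H3 at 1.18, H3K27me3 at 0.250, the ratio to WCE at 0.176 and the ratio to H3 at 0.212 over the promoter. Over the gene body, the change in WCE with genes of high RPKM kept comes from the 9 mitochondrial genes with counts, which had 0 CPM in the RNA. The cause of the other shifts was not tested.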

Differences from the paper's values

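Of the 10 correlations of Table 1, 9 were further from the values here than the spread between single libraries, which was at most 0.0068. The paper prints 2 decimals, so a gap of up to 0.005 is within its rounding, and the H3 value over the promoter here rounds to the paper's, which leaves 8 that differ. The signs were the same for all 10, and so was the order of the 3 H3K27me3 values over the gene body and over the promoter. The spread is small, so most of these differences are in the second decimal.

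Over the gene body, the paper's correlation for WCE was 0.3 and the value here was 0.312, and no alternative set before the data were examined brought it within the spread of 0.00126, although the values over genes with at least 50 WCE counts (0.302) and with 1 RPKM added to the coverage (0.304) round to the paper's. For H3 the paper's value was 0.27 and the value here 0.279, within the spread over genes with at least 50 WCE counts (0.268) and under no other alternative. For the ratio to WCE the paper's value was -0.46 and the value here -0.480, within the spread with 1 RPKM added to the coverage (-0.458) and under no other. For the ratio to H3 the paper's value was -0.44 and the value here -0.452, within the spread without H3 replicate 2 (-0.434) and without H3K27me3 replicate 2 (-0.444) and under no other.

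Over the promoter, the paper's correlation for WCE was 0.35 against 0.364 here, for H3K27me3 it was -0.26 against -0.302, and for the ratio to WCE it was -0.57 against -0.591, and no alternative brought these within the spread. For H3 the paper's value was 0.25 and the value here 0.253, a gap within the paper's rounding, and it was within the spread without H3 replicate 1 (0.249) or replicate 2 (0.250) and under no other. For the ratio to H3 the paper's value was -0.51 and the value here -0.535, within the spread with 0.1 CPM added to the expression (-0.512) and under no other. The values here use 25081 genes with lengths from the RefSeq annotation, which is not the gene model of the authors.

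The paper's counts of genes between WCE and H3 over gene bodies were 444 at an FDR of 0.05 and 35 of them past 1.5-fold. The values here were 316 and 32 with edgeR, within 1.5 times of the paper's. With limma-voom and the paper's settings, an alternative set before the data were examined and the method the paper names, the counts were 444 and 35.

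The paper states that mitochondrial DNA has no enrichment in H3. The 9 mitochondrial genes with counts had between 5.49 and 32.5 RPKM over the gene body in the H3 libraries, and 256 to 865 RPKM in WCE. The H3 values were above the mean H3 coverage of 0.900 to 1.24 RPKM in the quartiles of gene expression. However, the mitochondrial share of gene body counts in WCE was 34.1 times that in H3. Coverage above the mean of genes does not measure what the H3 antibody pulled down, so these values by themselves do not go against the paper's statement.

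The paper states that only mitochondrial genes and Rn45s stand out as higher in WCE over genes. By fold change, 19 other genes were higher by more than 1.5-fold with edgeR. Among them 4930413G21Rik, at 3.03-fold, was above the 1.55-fold of Rn45s, although it had 2.81 CPM in WCE against 404 CPM for Rn45s. The call of 4930413G21Rik rests on both H3 libraries. The DESeq2 Wald test called 3 genes in all higher by more than 1.5-fold, and gave no adjusted p to 22089 genes.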

Other observations

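Marker lists of blood lineages and other cell types held both higher and lower H3K27me3 over promoters, and the counts below are higher and lower genes of each list against H3 by edgeR, with TMM factors in parentheses. Among B lymphoid markers 2 of 9 were higher and 7 lower (2 and 2). The higher ones were the transcription factor genes Pax5 (log2 fold change 2.48) and Ebf1 (2.11), and the surface gene Cd19 was lower at -1.99, although all 3 were below 1 CPM in the RNA. Among T lymphoid markers 5 of 11 were higher and 4 lower (6 and 2), with the transcription factor gene Bcl11b at 2.62. Megakaryocyte markers had 1 of 7 higher, Gp1bb at 2.78, and 6 lower (1 and 2). Of the granulocyte and monocyte markers, 1 of 13 was higher and 10 were lower (3 and 6), with Mpo at -1.74 and the neutrophil elastase gene Elane at -1.97. Erythroid markers had 4 of 12 higher and 7 lower (5 and 2), with the carbonic anhydrase gene Car2 at -1.94. Stromal and endothelial markers had 5 of 8 higher and 3 lower (5 and 1), with the chemokine gene Cxcl12 at 2.58, the collagen gene Col1a1 at 2.08 and the receptor gene Kdr at 1.83, and Pecam1 lower at -2.13. That list passed camera (adjusted p = 0.031), but not with an estimated correlation (adjusted p = 0.21). Hepatocyte markers had 0 of 11 higher and 6 lower, among them Apoa2 at -1.56, but 4 higher and 1 lower with TMM factors, so their direction follows the scaling. The markers selected against in either sort had 3 of 12 higher and 7 lower (4 and 2). This list merges the paper's sorts of fetal liver and adult marrow, whose lineage markers differ. Some of its genes were therefore not selected against in the cells used for chromatin. Of the markers selected for, Kit and Ly6a were both lower (0 and 1), Ly6a at -2.52 and Kit at -0.83, which changed sign with TMM factors. When adjusted over the list alone, the counts of these lists were the same. No other lineage list passed camera.

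Polycomb genes themselves had 6 of 15 promoters higher and 9 lower (6 and 3 with TMM factors). Cbx8 (1.98) and Bmi1 (1.65, at 97.3 CPM in the RNA) were higher, and the methyltransferase gene Ezh2 was lower at -1.64, although Ezh2 did not pass with DESeq2. Fetal hematopoietic genes had 5 of 12 higher and 6 lower (6 and 3), with the growth factor gene Igf2 at 2.65, Sox17 at 1.97 and Igf2bp3 at -1.65. Y-linked genes and Xist had 0 of 9 higher and 6 lower (0 and 1), ribosomal RNA genes had 0 of 2 higher and 1 lower (1 and 0), and olfactory and vomeronasal receptor genes had 25 of 1375 higher and 1144 lower (158 and 94). That last list passed camera as lower (adjusted p = 0.00289, lost at 0.185 with an estimated correlation), although its median was 0.05 above that of all genes. All 9 mitochondrial genes named by the paper's code were lower over promoters, and 8 of them were higher with TMM factors, and of the 5 other tested mitochondrial genes 4 were lower, and 5 were higher with TMM factors. In the RNA, Xist was at 1701 ± 638 CPM and Ddx3y, a Y-linked gene, at 68.1 ± 46 CPM (SD, n = 3), with 15.3, 95.9 and 93.1 CPM of Ddx3y in the 3 libraries.

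All tests in the next paragraphs had their outcome set down before the result was seen, with 2 exceptions. The rule for ties in quartiles of CPM was chosen after a run in which genes without reads could not be ranked, and the coverage of genes without reads by exon length had no outcome set down.

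The genes COX2, ATP8, ATP6, COX3, ND3 and ND4L had no counts over the gene body in any ChIP library, whereas 9 other mitochondrial genes did. A nuclear copy of mitochondrial DNA lies on chromosome 1 from 24611537 to 24616177 and matches positions 6401 to 11040 of the mitochondrial genome, so reads shared with a near-identical nuclear copy could be lost in counting. Of 240 windows of 100 bp in the 6 genes, 100% had a nuclear match of at least 98 identical bases. In the 9 counted genes 22% of 1005 windows did, with 69.7% in COX1 and 60.9% in ND4, the counted genes with the lowest WCE coverage. The bound set for the counted genes was lower than this, since COX1 and ND4 lie partly in the copy, so the explanation stays open, and no biological explanation was tested.

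WCE lay above H3 at promoters of highly expressed genes relative to lowly expressed ones, with a difference of 0.27 in median log2 ratio between the highest and the lowest quartile. The same difference between the H3 libraries was 0.00077. GC content of the promoter argues against being the whole cause, since 92.8% of the difference was left within deciles of GC content, and it was above 0 in 10 of 10 deciles. Within deciles of CpG density 76.8% was left, also above 0 in 10 of 10. A difference in chromatin between active and silent promoters, which the design does not separate from expression, stays open and untested, as does the single WCE library.

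H3K27me3 coverage of promoters was 2.02 times as high in the lowest expression quartile as in the second. Exon length in the expression measure is a candidate explanation, since genes without reads are ranked by it alone, and the median exon length was 3014 bp in the lowest quartile and 1056 bp in the second. With quartiles of CPM without exon length, where all 7962 genes without reads form the lowest group, the ratio was 0.679, and with those genes split at random it was 0.744. Among genes without reads, promoter coverage by H3K27me3 was 5.95, 8.25 and 17.4 RPKM from the shortest to the longest exon length. Why genes with long exons carry more of the mark was not tested.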
